A study of Rattus norvegicus with 9 samples. Its data were reported in "The mitochondrial tRNA-derived fragment, mt-tRF-LeuTAA, couples mitochondrial metabolism to insulin secretion" (2024).

How the data were processed

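The pancreas of 22-day-old Sprague Dawley rats was digested with collagenase, and islets were separated on a density gradient and picked by hand. The mothers had received a low-protein diet (LP, 5.3% protein) or a chow diet (CD, 16.8% protein) during gestation and lactation. Islets of 5 CD and 4 LP rats were sequenced. Before the small RNA libraries were made, total RNA was treated with a kit that frees blocked fragment ends for adaptor ligation and removes several base methylations, among them N1-methyladenosine, which otherwise stops reverse transcription. Per the study's methods, the authors annotated tRNA-derived fragments (tRFs) against collections of nuclear and mitochondrial tRNA genes, kept fragments with at least 2 reads in individual samples, and compared the groups with DESeq2. The aligner, the genome build and the use of the molecular tags of the library kit are not given in the sources used here.

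The deposited table has 255 rows and holds only the tRFs that the authors called as changed, 113 higher and 142 lower in LP. Each row gives a fragment sequence, its host tRNA, whole-number read counts per sample, which the authors left unscaled, and a second set of columns headed as normalized counts. These score values, as deposited, had been made by the authors with DESeq2's variance-stabilising transformation of the scaled counts, and they lie on a log2 scale. This was read from the values, since a fit of that transformation left residuals of at most 5.7e-05. The size factors that the authors used for each library were recovered from that fit, from 0.625 in CD 1 to 1.80 in LP 4. The column headed as a log2 fold change in the authors' deposited table was read as a signed linear fold, because its median was 0.798 of the signed ratio of group means and 1.60 of the log2 ratio. No size of change given here rests on that column, and directions come from the table's own mark of each tRF as up or down. The deposited adjusted p-value was the authors' own, over all the tRFs they tested, and its largest value in the table was 0.0497.

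Rows were collapsed by sequence, because a fragment shared by several host tRNAs was listed for each host with identical values. Of the 63 rows beyond the first of a sequence, 9 repeated a sequence with the same host. Collapsing left 192 distinct tRFs, 76 higher and 116 lower in LP, of which 54 had been listed in more than 1 row. A tRF is named here by its host and its length in nucleotides (nt), with a letter where several share both. Genome positions were not given in the table and no genome was used here. Fragment types were not given either, so tRFs were divided by whether they end in CCA, the 3' end that every mature tRNA carries.

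Levels are normalized read counts, the deposited counts divided by the authors' size factors. The groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), after a filter on low counts with a minimum count of 10 that left 181 tRFs. The plan called for scaling by TMM or by library totals. The table holds neither all tRFs nor totals, so the authors' size factors took their place, a choice made after the data were examined. Benjamini-Hochberg adjustment of these p-values ran over the table. Every row had been selected on the same 9 samples, so this test is not independent evidence that a tRF changed, and its adjusted p-values are lower than a test over all tRFs would give. The edgeR estimates serve for sizes of change, with standard errors (SE) computed from the log2 fold change and its F statistic. Because of the same selection, these sizes tend to be too large, most of all among the largest. In simulated data with the dispersion of these libraries, in which 48 of 192 tRFs were changed, the test recovered 17.5% of 2-fold and 84.4% of 4-fold changes, with 2.1% false calls.

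The direction of change was compared between classes of tRFs with two-sided Fisher's exact tests and conditional 95% confidence intervals of the odds ratio, for mitochondrial against nuclear hosts, CCA end against other ends, each amino acid with at least 5 tRFs, and 5 fixed lists of tRNAs. On simulated directions, all leucine tRFs were planted as lower and all proline tRFs as higher, as in the real table, and both were found in all of 200 sets. Before planting, 9 of the 200 sets held a false call. Directions were drawn without regard to nesting or length, so that rate does not cover those dependencies. Mean lengths were compared with a two-sided permutation test of 100000 resamples. Sums per sample were compared with a two-sided exact permutation test over all 126 splits of the 9 samples (scipy 1.17.1). The tRFs named in the text were the 10 largest rises and 10 largest falls past 2-fold and an adjusted p of 0.05, the 5 with the highest mean level in each direction, and every tRF of the mitochondrial tRNAs for Leu-TAA, Gly-TCC, Thr-TGT and Ile-GAT. The comparisons, thresholds, lists, naming rule and most alternatives were fixed before the data were examined. The length classes, the tests within them and the alternatives named as such were chosen afterwards. Same-numbered CD and LP samples did not deviate together, with correlations of their deviations between -0.40 and 0.08 over 4 numbers, so the numbers were not taken to pair the samples.

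Total counts over the table were 12556 to 40166 per sample, which is part of each library, and the full depths were not used here. Between 18 and 64 of the 192 tRFs had under 10 counts in a given sample. The biological coefficient of variation was 51.2%.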

Results

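Small RNA sequencing measured tRFs, short RNAs cut from mature tRNAs or their precursors, in islets of 22-day-old rats whose mothers ate a low-protein (LP, n = 4) or a chow (CD, n = 5) diet. LP exposure is a model in which offspring become prone to diabetes, and the study asked which islet tRFs change under it. The counts covered 192 distinct tRFs of 16 to 55 nt, all selected by the authors as changed between these samples. They summed to 26166 to 34775 counts per CD sample and to 12556, 16280, 23096 and 40166 counts in LP 1 to LP 4. Each sample is listed as 1 rat. Whether littermates were among them is not stated, so p-values of single tRFs and of sums per sample cover the spread between these samples. Tests of direction and of length take tRFs as units. Their p-values do not cover the spread between rats, and tRFs are not independent replicates.

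The 10 largest rises in LP islets were in nuclear tRFs of 24 to 38 nt. A 35-nt tRF of tRNA-Gly-CCC rose from 14.8 ± 9.14 (SD, n = 5) to 126.2 ± 93.0 (SD, n = 4) normalized read counts, a log2 fold change of 3.06 ± 0.66 (SE). A 24-nt tRF shared by 3 tRNA-Pro hosts (GAGGTCCCGGGTTCAAATCCCGGA) rose by 2.76 ± 0.43, from 5.27 ± 2.75 to 37.8 ± 7.94 normalized read counts. It shared the lowest adjusted p of the authors' deposited table, 8.729e-05, with tRNA-Thr-AGT 41a, which fell. The other large rises were in 2 tRFs of tRNA-Gly-GCC (32 and 35 nt), a 32-nt tRF of tRNA-Gly-CCC, 2 tRFs shared by tRNA-Glu-CTC and tRNA-Glu-TTC (27 and 29b), tRNA-Asp-GTC 35b, tRNA-Val-TAC 26 and tRNA-Ala-AGC 38, with log2 fold changes of 2.43 to 2.65. The tRFs with the highest levels among those that rose were tRNA-Gly-CCC 37, tRNA-Ser-GCT 34, tRNA-Asp-GTC 32a, tRNA-Glu-CTC/tRNA-Glu-TTC 31 and tRNA-Ala-AGC 36. The most abundant of them, tRNA-Gly-CCC 37, went from 119 ± 74.6 to 539 ± 362 normalized read counts.

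The largest falls were in long fragments of tRNA-Ser-GCT and in 37-nt fragments of tRNA-Asp-GTC. tRNA-Ser-GCT 50 fell by 3.56 ± 0.97 (log2, SE), from 568 ± 770 in CD to 47.4 ± 40.7 normalized read counts in LP, and tRNA-Ser-GCT 51a fell by 3.00 ± 0.79. tRNA-Asp-GTC 37b (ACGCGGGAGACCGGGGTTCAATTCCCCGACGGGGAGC) fell from 842 ± 711 to 105 ± 48.3, and tRNA-Asp-GTC 37c, the most abundant tRF of the table, from 6099 ± 5194 to 1271 ± 838. Short 3' fragments fell as well, such as tRNA-Ala-AGC 18a (TCCCCAGCACCTCCACCA), which decreased by 2.69 ± 0.59 on the log2 scale, tRNA-Ala-AGC 18b, tRNA-Ala-AGC/tRNA-Ala-TGC 17a and tRNA-Ser-GCT 17. tRNA-Asp-GTC 37a and tRNA-Ser-GCT 43 were also among the 10 largest falls. Among the most abundant tRFs that fell were tRNA-Ala-CGC/tRNA-Ala-TGC 18, from 2568 ± 1431 to 854 ± 334 normalized read counts, and tRNA-Ala-CGC/tRNA-Ala-TGC 17b.

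With edgeR's quasi-likelihood test, 75 tRFs were higher and 102 lower in LP past 2-fold and an adjusted p of 0.05, of 181 tested. All 181 went the way the authors' table gave. The levels of the CD and LP samples did not overlap for 147 of the 192 tRFs, where 1.59% of tRFs would be separated by chance, but these tRFs had been chosen on the same samples. The number lower depends on the scaling of the libraries. With DESeq2 and size factors taken from the table's own tRFs, 76 were higher and 61 lower, and TMM over the table, added after seeing the data, gave 76 higher and 71 lower. The median log2 fold change was -0.72 with the first of these and -0.79 with the second. It was -1.49 in the main fit with its filter, and -1.56 with DESeq2 and the authors' size factors without a filter. No tRF changed direction. With DESeq2 and size factors from the table, the falls of tRNA-Asp-GTC 37c (log2 fold change -1.29, adjusted p = 0.0673), tRNA-Ala-CGC/tRNA-Ala-TGC 18 (-0.74, adjusted p = 0.0920), tRNA-Ala-CGC/tRNA-Ala-TGC 17b (-0.49, adjusted p = 0.195) and tRNA-Glu-TTC 30 (-2.21, adjusted p = 0.0727) did not pass, and under TMM the first 3 did not. Single libraries carried part of several values. Without CD 1, the log2 fold change was -2.29 for tRNA-Ser-GCT 50 and -2.01 for tRNA-Ser-GCT 51a. Without LP 4, the log2 fold change was -4.32 for tRNA-Ser-GCT 50, 1.82 for tRNA-Gly-GCC 32 and 1.65 for tRNA-Asp-GTC 35b. The rises of tRNA-Gly-CCC 32, tRNA-Gly-GCC 35 and tRNA-Ala-AGC 38 were larger without CD 4, CD 2 and CD 5, at 3.30, 3.16 and 3.30. tRNA-Glu-TTC 30 had a log2 fold change of -2.89 ± 1.02 that rested on CD 4, without which it was -1.36 (edgeR adjusted p = 0.0928).

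Length sorted the tRFs that rose from those that fell. Of the 74 tRFs of 16 to 24 nt, 65 fell, and of the 35 tRFs over 40 nt, 34 fell. In between, 66 of the 83 tRFs of 25 to 40 nt rose (Fisher's exact test against the other lengths, p = 1.90e-24). The rising class held fragments of tRNA-Asp-GTC, tRNA-Glu-CTC, tRNA-Gly-GCC, tRNA-Pro, tRNA-Phe-GAA and tRNA-Lys-CTT, and the 1 tRF over 40 nt that rose came from tRNA-Gln-CTG. These classes were chosen after the data were seen. To count each set of nested sequences once, the test was repeated with contained sequences merged. Each set was represented by its tRF with the lowest adjusted p of the authors, which gave its direction and length. Sequences that overlap without containment stayed apart, here and wherever overlapping sequences are said to be merged. Of the merged tRFs of 25 to 40 nt, 20 of 28 rose, against 4 of 24 and 0 of 12 in the shorter and longer classes (Fisher's exact test, p = 1.03e-06 for 25 to 40 nt). The planned comparison of mean lengths could not see this, since both extremes fell. The mean was 31.8 ± 5.40 nt (SD) for the 76 tRFs higher and 30.3 ± 14.2 nt for the 116 lower (permutation test, p = 0.364).

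**Figure D1:**
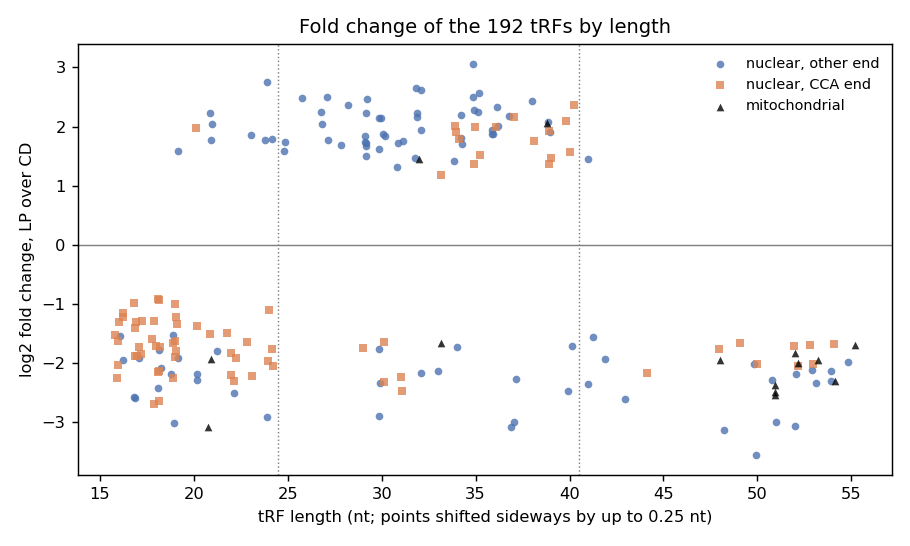
Log2 fold change (LP over CD, edgeR without a filter on low counts) of the 192 tRFs against their length in nt, with 1 point per tRF. Dotted lines part the classes of 16 to 24, 25 to 40 and over 40 nt, and 66 of the 83 tRFs in the middle class lie above 0.

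tRFs with a CCA end, which reach the 3' end of the mature tRNA, fell more often than others. Taken over all lengths, the excess did not pass when directions were permuted among tRFs of equal length. Of 79 tRFs with a CCA end 61 fell (77.2%), and of 113 with another end 55 fell (48.7%), with an odds ratio of 3.55 (95% confidence interval 1.80 to 7.22, Fisher's exact test, p = 8.58e-05). Within the CCA-ended tRFs, 47 of 48 of 16 to 24 nt fell, 17 of 22 of 25 to 40 nt rose, and 9 of 9 over 40 nt fell. The short ones came mainly from the tRNA-Ala, tRNA-Leu, tRNA-Gly-GCC and tRNA-iMet-CAT hosts, and the exception was tRNA-Arg-TCT 20b. Of the 26 tRFs of 16 to 24 nt without a CCA end, 18 fell, a smaller share than among the CCA-ended ones of that class. CCA end and length go together, so the difference by CCA end is partly one of length. With directions permuted among tRFs of equal length, 57.6 CCA-ended tRFs would fall. Over all lengths, the 61 seen were not beyond that (permutation test, p = 0.112). Only the 14 lengths with tRFs in both directions inform that test, so it may miss a difference by CCA end. With overlapping sequences merged, the difference between CCA-ended and other tRFs did not pass (Fisher's exact test, p = 0.396).

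Mitochondrial tRNAs, which serve translation of the respiratory chain subunits encoded in mitochondrial DNA, gave 14 tRFs, of which 12 were lower in LP. Of the 178 nuclear tRFs 104 were lower (58.4%), so the odds ratio was 4.24 (95% confidence interval 0.904 to 40.2), and the difference did not pass (Fisher's exact test, p = 0.0501). Counted by host entry, where a set of tRNAs that share a tRF is an entry of its own, 7 of 8 mitochondrial and 21 of 32 nuclear entries had mostly lower tRFs (Fisher's exact test, p = 0.396), leaving out 1 mitochondrial and 2 nuclear entries with as many higher as lower. The mitochondrial tRFs that were higher came from mt-tRNA-Ala-TGC (32 nt) and mt-tRNA-Asn-GTT (39 nt). Most of the lower ones were long, with 9 of 12 over 40 nt.

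The tRNA for mitochondrial Leu-TAA, the source of the fragment the study followed up, gave mtRNA-Leu2-TAA 48 (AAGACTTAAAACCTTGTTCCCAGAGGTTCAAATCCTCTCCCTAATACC). It fell by 1.95 ± 0.58 (log2, SE), from 166 ± 87.0 (SD, n = 5) in CD to 42.4 ± 30.9 (SD, n = 4) normalized read counts in LP, and each LP sample was below each CD sample. The fragment that the study followed up lies within this sequence, and its exact sequence matched none of the rows. Neither did the study's comparison fragments of mt-tRNA-Gln-TTG and tRNA-Asp-GTC. The sequence printed for the comparison fragment of tRNA-Asp-GTC lies within tRNA-Asp-GTC 37c, which fell, once a single inserted T is taken out of it. mtRNA-Thr-TGT 52 fell from 2003 ± 1130 to 499 ± 295, mtRNA-Ile-GAT 52 from 2584 ± 1512 to 729 ± 312, and mtRNA-Gly-TCC 33 from 101 ± 43.1 to 31.7 ± 16.2 normalized read counts. mtRNA-Gly-TCC 51 had a log2 fold change of -2.36 ± 0.71 (SE), which was -1.65 without CD 1. mtRNA-Thr-TGT 51 and mtRNA-Leu1-TAA 54 fell as well. mtRNA-Leu1-TAA 21, at 23.0 ± 28.1 and 2.41 ± 2.35, was left out by the filter on low counts. The authors' deposited table gave adjusted p-values of 0.0313 for mtRNA-Leu2-TAA 48, 0.0190 for mtRNA-Thr-TGT 52, 0.0206 for mtRNA-Ile-GAT 52 and 0.0277 for mtRNA-Gly-TCC 33. The edgeR adjusted p for mtRNA-Leu2-TAA 48 was 0.00566 over the table and 0.00462 adjusted over the list alone, and all 7 tested tRFs of the list passed both ways. The study singled these tRNAs out on these samples together with islets of db/db mice, so this is not independent evidence. It also measured its Leu-TAA fragment in LP islets by qRT-PCR, which is not part of these data. With size factors from the table's own tRFs, mtRNA-Gly-TCC 33 did not pass (DESeq2 adjusted p = 0.0750) and the other 6 did. Both rows that the table names mtRNA-Leu1-TAA hold the stretch CTTAGGAA, which carries TAG, the anticodon of the other mitochondrial leucine tRNA, so their host is uncertain.

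**Figure D2:**
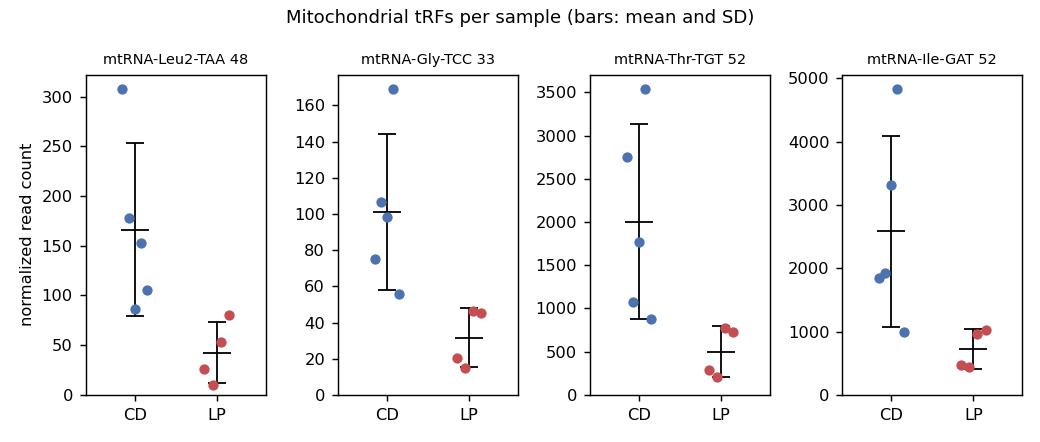
Normalized read counts of mtRNA-Leu2-TAA 48, mtRNA-Gly-TCC 33, mtRNA-Thr-TGT 52 and mtRNA-Ile-GAT 52 in the 5 CD and 4 LP samples, with 1 point per sample and bars for the mean and SD. Means fell from 166 to 42.4, 101 to 31.7, 2003 to 499 and 2584 to 729, and the groups overlap only for mtRNA-Ile-GAT 52.

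Summed per sample, the table's mitochondrial tRFs came to 5338 ± 2724 (SD, n = 5) normalized read counts in CD and 1469 ± 689 (SD, n = 4) in LP, a 3.63-fold fall. The planned test gave the smallest p that the splits of 9 samples can give (exact permutation test, p = 0.0159, adjusted p = 0.0476 over 3 measures). Since 12 of the 14 summed tRFs had been selected as lower on the same samples, this separation of the groups follows from the selection and is not independent evidence. The nuclear tRFs came to 29260 ± 11628 in CD and 16449 ± 2754 in LP (exact permutation test, p = 0.0476, adjusted p = 0.0714), a difference of -12811 that was -8469 without CD 1 and -7984 without tRNA-Asp-GTC 37c. Mitochondrial tRFs made up 16.9% ± 10.3 of the table's normalized read counts in CD and 8.17% ± 3.75 in LP, which did not differ beyond the spread between samples (exact permutation test, p = 0.143). Under TMM over the table, an alternative added after seeing the data, the mitochondrial sum fell 2.37-fold and did not pass (exact permutation test, p = 0.0635), and the nuclear sum fell 1.11-fold (exact permutation test, p = 0.571).

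By amino acid, all 21 tRFs of leucine tRNAs and none of the 8 of proline tRNAs were lower in LP. Glutamate tRFs rose in 13 of 14 cases and aspartate tRFs in 14 of 20. Of the 12 amino acids with at least 5 tRFs, these 4 differed from the rest (Fisher's exact test, adjusted p = 0.000169 for leucine and glutamate, 0.00191 for proline and 0.0194 for aspartate). Among nuclear tRFs alone alanine passed too, with 23 of 29 lower (adjusted p = 0.0299), while 12 of 14 histidine tRFs were lower without passing (adjusted p = 0.0711). Alanine and glycine tRFs went both ways, with 23 of 30 and 18 of 27 lower. The amino acids differ in the lengths of their tRFs. When directions were permuted within the 3 length classes, none of the 12 passed, with the lowest adjusted p at 0.0855 for glutamate and proline, and none passed with overlapping sequences merged.

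**Figure D3:**
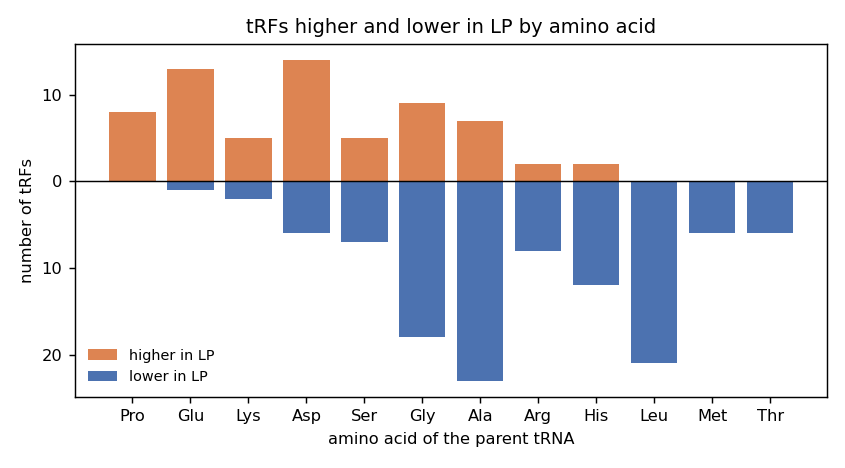
Number of tRFs higher (bars up) and lower (bars down) in LP for the 12 amino acids with at least 5 tRFs, ordered by the share that fell. Proline tRFs rose in 8 of 8 cases and leucine tRFs fell in 21 of 21.

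Of the fixed lists, tRFs of branched-chain amino acid tRNAs (leucine, isoleucine, valine) were lower in 23 of 27 cases, against 93 of 165 for the others (Fisher's exact test, adjusted p = 0.00852), and most of them were leucine tRFs. For essential amino acids, which rats take from the diet, 50 of 65 were lower, against 66 of 127 (adjusted p = 0.00495). Nuclear tRNAs known for abundant fragments of their 5' part had 29 of 66 tRFs lower, against 75 of 112 (adjusted p = 0.00737). That list goes by host, and many of its tRFs here, such as those of tRNA-His-GTG that fell, hold the 3' part. It is therefore not a result about 5' fragments. The mitochondrial lists were small. Of the tRFs of mt-tRNAs with a taurine-modified wobble base, which are all named Leu-TAA here, 3 of 3 were lower, against 9 of 11 (adjusted p = 1), and of those encoded on the strand with fewer genes 3 of 5, against 9 of 9 (adjusted p = 0.137). No list passed when directions were permuted within the length classes, an alternative added after seeing the data, where the lowest adjusted p was 0.577, or with overlapping sequences merged.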

Values the study reported

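In islets of LP-exposed rats the study detected 6164 tRFs, of which 113 were increased and 142 were decreased at a threshold of 2 fold. It described 4 mt-tRFs as lower in both of its rodent models of diabetes, and gave the mt-tRF of the Ile-GAT tRNA a size of 52 nucleotides.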

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

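The search for outlying samples was planned. The named tRFs and the 3 sums per sample were searched in each group, 78 sets of values in all, for a sample whose gap to its nearest neighbour took up most of the range, and 5 were found, where chance gives about 3.9. They fell on 4 different libraries.

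In CD, tRNA-Ala-AGC 38 was far higher in CD 5, at 120 normalized read counts against 19.2 to 31.9 in the other CD samples, a gap of 0.727 of the range on a log scale. CD 5 was also the highest for tRNA-Ser-GCT 34, at 271 against 91.4 to 113 (0.803 of the range). Both values lay in the direction of LP, and tRNA-Ala-AGC 38 in LP spanned 48.2 to 421. tRNA-Val-TAC 26 was highest in CD 4, at 12.9 against 4.80 to 6.20 (0.754 of the range), a difference between 12 counts and 3 to 6 counts. In LP, tRNA-Glu-TTC 30 was lowest in LP 2, with 11 counts and a gap of 0.831 of the range to the 25.6 to 30.3 normalized read counts of the other LP samples, and mtRNA-Thr-TGT 51 was lowest in LP 1, at 2.74 against 7.57 to 8.97 (0.846 of the range), where LP 1 had only 2 counts.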

How the results depend on the processing

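The alternatives were planned, except DESeq2 with the authors' size factors, TMM over the table, tests within length classes, nuclear tRFs alone for the CCA comparison, and the sums without the most abundant mitochondrial tRF, which were chosen after seeing the data. No scaling by library totals was run, since totals are not used here, and pseudocounts apply to normalized values only. No tRF changed direction under any fit.

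Leaving out each sample in turn gave 75 tRFs higher and 94 to 110 lower. Without the filter on low counts 76 were higher and 112 lower, and DESeq2 with the authors' size factors gave the same counts. At 4-fold 31 were higher and 46 lower, and among tRFs at or above the median level 35 and 57, as stricter rules admit fewer. DESeq2 with size factors from the table left 61 lower. That scaling assumes that most rows are unchanged, which a table of called tRFs does not meet. The numbers shared by CD and LP samples did not pair them, and no LP sample correlated best with the CD sample of its number. A replicate block without CD 5 gave 75 higher and 109 lower. Of the 34 other named tRFs with a test, 5 lost a call somewhere, in 11 of 467 values: tRNA-Glu-TTC 30, tRNA-Asp-GTC 37c, tRNA-Ala-CGC/tRNA-Ala-TGC 18, tRNA-Ala-CGC/tRNA-Ala-TGC 17b and mtRNA-Gly-TCC 33. mtRNA-Leu2-TAA 48 kept its call in every fit.

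The mitochondrial excess of lower tRFs passed under no alternative. The CCA difference of 28.5 percentage points became 20.4 at 4-fold (Fisher's exact test, p = 0.129) and 28.4 at the authors' adjusted p of 0.01 (Fisher's exact test, p = 0.0534), both with fewer tRFs. It was 13.5 with overlapping sequences merged, and it did not pass with directions permuted within each length (permutation test, p = 0.112). Among nuclear tRFs alone it was larger, at 34.4 points, and passed (Fisher's exact test, p = 3.80e-06). The 4 amino acids that passed became 0 at 4-fold, 1 at an adjusted p of 0.01, 0 with sequences merged and 0 within length classes, and the 3 lists became 0 in all of these. The list of branched-chain amino acids turned from 28.8 to -4.55 points at an adjusted p of 0.01 (adjusted p = 1). The cause was not tested, apart from the smaller numbers. Median length differed by 9.5 nt (permutation test, p = 6e-05), though the means did not. The sum of nuclear tRFs, LP minus CD, ranged from -16130 to -8469 without each sample and passed 0.05 only without CD 3, as fewer samples allow fewer splits. It was -7984 without tRNA-Asp-GTC 37c. TMM over the table gave -2363 (exact permutation test, p = 0.571), and -2576 for the mitochondrial sum.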

Other observations

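The edgeR test, with a threshold of 2-fold and an adjusted p of 0.05, put 75 distinct tRFs higher in LP. That is lower than the count quoted from the study above, which matches the table's rows with shared sequences repeated.

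Single tRNAs gave tRFs that moved in opposite directions, as seen after the values were known. tRNA-Asp-GTC gave 14 of 25 to 36 nt that rose, while 3 tRFs of 37 nt and 3 of 48 to 52 nt fell. Of those of 37 nt, 37a and 37c differ only by an uncalled base. tRNA-Gly-CCC 32, 35, 36 and 37 rose, and the 52, 53 and 54-nt tRFs that contain tRNA-Gly-CCC 32 fell. tRNA-Ser-GCT gave tRFs of 34, 35 and 36 nt that rose and 7 shorter or longer ones that fell. In tRNA-His-GTG the 2 tRFs that rose, of 31 and 35 nt, start at the 5' end of the tRNA, and the 12 that fell hold its 3' part. Of 31 sets of 2 or more sequences linked by containment, 9 held both directions.

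All the tests that follow were chosen after the pattern they address was seen, and those of CCA ends at 1 length, of direction within amino acids and of scaling were written before their values were known. The first pattern is the fall of tRFs of 16 to 24 nt and of over 40 nt with a rise in between. The mix of amino acids alone does not account for it. With directions permuted within each amino acid, 34.9 tRFs of 25 to 40 nt would be lower, and 17 were (permutation test, p = 1e-05). That p is the smallest the test can give. The permutation treats overlapping tRFs as independent, so it cannot exclude that a few tRNAs with many overlapping tRFs drive it. With contained sequences merged, 20 of 28 tRFs of 25 to 40 nt rose (Fisher's exact test, p = 1.03e-06). A size window of the libraries as the cause would leave no difference by CCA end among tRFs of equal length. The test of this that was written beforehand came out as a size window predicts. Over all lengths, CCA-ended tRFs did not pass as lower than other tRFs of equal length (permutation within each length, p = 0.112). That test may miss a difference, so it leaves a size window open. A size window with no other variation between tRFs would also move all tRFs of a length the same way. Called tRFs went both ways at 14 lengths, with 5 each way at 30 nt, which argues only against a window of that kind. This second criterion was set after the values were seen, and a size window with added variation between tRFs was not tested. RNA breakdown that differed between the groups stays open, since the share of tRFs of 16 to 24 nt that were lower, 87.8% (exact 95% confidence interval 78.2 to 94.3), is part of the pattern itself and decides nothing. A size effect, for part of the tRFs or with variation between tRFs added, and an effect of LP exposure stay open too.

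The second pattern is that 12 of 14 mitochondrial tRFs were lower. Their lengths may account for it, since the directions of tRFs in the same length classes would give 11.1 lower (permutation test within classes, p = 0.568). Whether the authors' scaling of the libraries caused the falls cannot be decided here. The 12 were selected under it, and size factors from the table assume that most rows are unchanged, which does not hold. The median log2 fold change of the 12 was -1.99 with DESeq2 and the authors' size factors. With DESeq2 and size factors from the table it was -1.26, and each of the 12 was below 0. The smaller falls left 9 of the 12 past the thresholds, against 12, and TMM over the table left 9 of 10 tested. Whether LP exposure acts on mitochondrial tRNAs apart from fragment length cannot be read from 14 tRFs.

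The third pattern is the fall of CCA-ended tRFs of 16 to 24 nt. Reverse transcription that stops at the methylated A58 of the T loop, the loop nearest the 3' end, would give fragments of about 18 nt. It cannot make those of 20 to 24 nt, which start upstream of A58. Of the 15 CCA-ended tRFs of 20 to 24 nt, 93.3% were lower (exact 95% confidence interval 68.1 to 99.8), a share all but given by the pattern. Such stops are therefore not the whole cause, and for fragments of about 18 nt they were not tested. Against them, the RNA had been treated to remove N1-methyladenosine. Both adaptors were also ligated to RNA ends, so a copy that stopped early would lack the 5' adaptor. Another candidate explanation is less cutting of tRNAs in the T loop in LP, which would lower the other product of the cut as well. Of the 8 nuclear tRFs whose sequence ends in the T loop, among them tRNA-Gly-CCC 30, tRNA-Gly-TCC 30 and tRNA-Thr-TGT 22, 100% were lower (exact 95% confidence interval 63.1 to 100), against 36 of 93 other nuclear tRFs without a CCA end (Fisher's exact test, p = 0.000877). Part of this comes from length, as 4.72 of the 8 would be lower with directions permuted within length classes (permutation test, p = 0.00541), and less cutting remains a hypothesis found and tested on the same data.

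Chance as the source of the 177 edgeR calls cannot be judged by regrouping the samples, because the table's rows were selected on the real grouping. Of 100 splits of the 9 samples drawn at random with the real one among them, only the real one gave as many, and the next gave 145, in which the group of 4 held CD samples only. Outside such splits the highest was 8.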
